A study of Mus musculus with 11 samples. Its data were reported in "Microglial NF-κB drives tau spreading and toxicity in a mouse model of tauopathy" (2022).

How the data were processed

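Single nuclei from frozen mouse cortex were profiled by droplet-based RNA sequencing in 11 female mice, 1 library per mouse. The authors used the 10x Chromium kit that reads the 3′ end of transcripts, aligned the reads with Cell Ranger to a mm10 reference that also counts unspliced transcripts, and deposited for each mouse a matrix of raw UMI counts per gene and barcode. A UMI is a molecular tag, so each count stands for 1 captured RNA molecule. The values are whole numbers, were not normalised, and the matrices hold the barcodes that Cell Ranger called as cells. The labels gave the genotype, age and sex of each mouse, and the prefix of each title gave the breeding line, which is either the floxed Ikbkb line or the active IKKβ line. Genes were taken as the matrices name them, and 31011 of the 31053 were matched by identifier to the GENCODE M21 annotation of GRCm38, the build of mm10, from which all coordinates come.

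The matrices held 114118 barcodes. Nuclei were kept with 300 to 8000 genes and at most 5% mitochondrial UMIs. No barcode (0) had fewer genes, 23 had more, 1556 had a higher mitochondrial share, and 112539 passed. Doublets were called per library from the share of simulated doublets (sums of random pairs of nuclei) among the nearest neighbours of each nucleus, at a rate of 0.8% per 1000 barcodes. This marked 9474 nuclei (8.42%), which were left out, and 103065 were used. DoubletFinder, MAST and Monocle, which the study used, were not run. The limits on genes and mitochondrial share were those of the study's methods. The doublet caller and its rate were not, so the nuclei left out differ.

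Counts were scaled to 10000 UMIs per nucleus and log-transformed, 2000 variable genes gave 15 principal components, and a graph of shared neighbours (20 per nucleus) was partitioned with the Leiden algorithm at a resolution of 0.1. This gave 16 clusters. A cluster was named "like" a type from markers fixed in advance when at least 3 of them were raised and no other type had more markers among its 10 leading genes. A cluster with low UMI counts needed a marker of its type among these 10 as well, which left cluster 11 unnamed. All markers were found except for the ependymal or choroid plexus list, of which 6 of 7 were found. The microglia-like cluster held 4336 nuclei and was led by Inpp5d, Ly86, Csf1r, Ikzf1, Selplg, Runx1, Dock8, Csf3r, Siglech and Fyb. These genes define the cluster, and their levels are not reported as results. Clusters 6 and 16 had fewer than 3 raised markers and stayed unnamed too.

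Nuclei of a mouse are not replicates, so raw counts were summed per mouse over each type and the mice were compared. Genes kept by filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalisation. The model had 1 term per genotype and was fitted to all 11 mice, so that groups of 2 mice shared the estimate of spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 0.1, which are the limits of the study's methods. The contrasts were P301S (P301S mice minus non-transgenic mice), knockout (knockout P301S mice minus P301S mice) and active IKKβ (active IKKβ P301S mice minus P301S mice). In microglia-like nuclei the last 2 groups were also set against non-transgenic mice. CPM (counts scaled to a library of 1e6) were computed with the TMM factors. Standard errors are those of the log2 fold change, taken as its size over the square root of the test's F.

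Gene sets were tested with limma's camera on voom values with a correlation of 0.01 between genes, two-sided, adjusted over 7 sets and 3 contrasts, with fry and with camera under an estimated correlation beside it. The lists were written by hand: homeostatic genes (20 of 20 found), disease-associated microglia or DAM genes (38 of 39), NF-κB targets (44 of 44), interferon response (39 of 40), lysosome (29 of 29), exocytosis (30 of 30) and neuronal transcripts (24 of 24). The neuronal list was written after reading marker tables that the study made from these libraries, so it is not independent of them. Short lists of astrocyte transcripts (7 of 7) and oligodendrocyte transcripts (7 of 7) were added as further backgrounds. For shares of nuclei high in a set, each microglia-like nucleus was thinned to 1000 UMIs, and the share per mouse above the 95th percentile of the pooled non-transgenic nuclei was taken. The thresholds were 6 UMIs for DAM genes and 4 UMIs for NF-κB targets. Values per mouse were compared by exact permutation tests, two-sided. With 4 mice against 3 there are 35 splits and the smallest p is 0.0286. With 3 against 2 there are 10 splits and the smallest p is 0.1. An order of the mice made without their labels was taken from the first principal component of log2 CPM (prior count 2) over the 500 most variable genes.

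The genotype groups, tests, lists, markers, alternatives and the rule for naming genes were fixed before the data were examined. The rule named, per microglia-like contrast, the 4 called genes with the largest rise and the 4 with the largest fall, among genes with a mean of at least 50 CPM in the higher group and CPM ranges of the groups that did not overlap. In other types it named 2 and 2. A list of 30 genes fixed with the rule and the members of the gene sets could be named too. A gene with 0 counts in a group is given a bound against a floor of 3 counts over that group, which covers counting error only.

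The alternatives were DESeq2's size factors and its Wald test, no filter on low counts, only the groups compared in the fit, breeding line or age as a covariate, the replicate number as a block, controls of the same line, doublets kept, all barcodes, sums thinned to the smallest, only genes higher in microglia-like nuclei than elsewhere, a clustering resolution of 0.5, thinning to 500 UMIs or not at all, the 90th percentile, 2000 genes for the component, and each mouse left out in turn. A pair of alternatives was added after seeing the data: gene sets without the 10 genes that lead the microglia-like cluster, and shares from a clustering without the 10 genes that lead each cluster. For the position of small p-values along the chromosomes, genes not called were counted in windows of 10 Mb where p was under 0.01, and gene positions were permuted 10000 times.

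The steps were tested on simulated counts with 200 changed genes per contrast, made with the means and library sizes of the real sums. In microglia-like sums edgeR recovered 58% of genes changed 2-fold and 93% of those changed 4-fold in the P301S contrast (8536 genes), 54% and 91% in the knockout contrast (8527 genes), and 69% and 89% in the active IKKβ contrast (8478 genes). Genes that had not been changed made up 6 of 157, 3 of 148 and 19 of 177 calls in the same order, and the last share (10.7%) is above the 5% that the adjustment aims at. Against non-transgenic mice they made up 15 of 158 calls for knockout (9.49%) and 12 of 165 for active IKKβ (7.27%), also above 5%. Camera found a simulated 2-fold fall of NF-κB targets in knockout mice with a median of -1.04 over 8801 genes, and called 0 other sets. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.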

Results

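Cortical nuclei were sequenced from 11 female mice in 4 genotype groups. Non-transgenic mice had intact Ikbkb, the gene for IKKβ, the kinase that switches on NF-κB (Ikbkb+/+, n = 4). P301S mice carried in addition a transgene for human tau with the P301S mutation, which gives neurons tau deposits with age (n = 3). Knockout P301S mice lacked Ikbkb in microglia through an inducible Cre recombinase under Cx3cr1 (Ikbkb-/-, n = 2), and active IKKβ P301S mice expressed a constitutively active IKKβ in the same cells (IkbkbCA, n = 2). The floxed Ikbkb line gave 6 of the mice and the active IKKβ line 5, and both the non-transgenic and the P301S group held mice of both lines. Non-transgenic mice were 9.8 to 10.85 months old, P301S mice 9.15 to 10.75, knockout P301S mice 8.39 to 9.15, and active IKKβ P301S mice 9.8 to 10.85.

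The libraries held 7500 to 12315 barcodes and 72007219 to 93205362 UMIs each. After filtering, 35452 nuclei remained in non-transgenic mice, 31083 in P301S mice, 16506 in knockout P301S mice and 20024 in active IKKβ P301S mice, with a median of 4989 to 8876 UMIs per nucleus in a mouse. Microglia-like nuclei numbered 1076, 1287, 730 and 1243 in the same order. They were shallower, with medians of 1447 to 2497 UMIs per nucleus, and their summed counts per mouse ranged from 377837 to 1648492 UMIs. The biological coefficient of variation of these sums was 13.3%. Median UMIs per microglia-like nucleus were higher in both knockout mice (2133 and 2474) and both active IKKβ mice (2347 and 2497) than in every P301S mouse (1447 to 2046). The exact permutation p was 0.2 for each of these contrasts, where 0.1 is the smallest possible, and 0.6 for P301S.

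The genes that check the labels were read first. Ikbkb (ENSMUSG00000031537, chromosome 8, 22659212 to 22706589) stood at 144 ± 13.4 CPM in microglia-like nuclei of non-transgenic mice (SD, n = 4), 144 ± 9.98 in P301S mice (n = 3), 120 ± 5.67 in knockout P301S mice (n = 2) and 159 ± 8.04 in active IKKβ P301S mice (n = 2). The knockout mice held the 2 lowest values of the 11. The difference from P301S mice, a log2 fold change of -0.26 ± 0.17 (SE), did not pass the edgeR test (adjusted p = 0.653), nor did the rise of 0.16 in active IKKβ mice (adjusted p = 0.933). Counts were taken over the whole gene, so that a missing exon cannot be read from them. Cx3cr1, where the Cre recombinase was inserted, had a mean of 871 CPM in non-transgenic, 737 in P301S, 768 in knockout and 604 in active IKKβ mice. Mouse Mapt in excitatory neuron-like nuclei was at 532 ± 45.9 CPM in non-transgenic mice and 552 ± 38.2 in P301S mice, and the human tau transgene has no gene of its own in the reference. Xist lay between 1245 and 2296 CPM in microglia-like nuclei of every mouse, while the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 6, 10, 3 and 0 counts over all mice.

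The first question was whether the groups differed in their cell types. Microglia-like nuclei made up 3.03 ± 0.421% of nuclei in non-transgenic mice (SD, n = 4), 4.20 ± 2.64% in P301S mice, 4.19 ± 2.08% in knockout P301S mice and 6.22 ± 1.05% in active IKKβ P301S mice. None of the contrasts exceeded the spread between mice (exact permutation p = 0.657, 1 and 0.4), and the P301S difference turned from 1.17 to -0.357 percentage points without P301S replicate 3. Excitatory neuron-like nuclei made up 47.5% of nuclei in non-transgenic and 39.9% in P301S mice (exact permutation p = 0.143). Over 5 types and 3 contrasts the lowest adjusted p was 0.75 by exact permutation and 0.649 by edgeR on the numbers of nuclei. With so few mice no permutation p could fall under 0.05 after this adjustment, so that test could not have called a share. Of the unnamed clusters, cluster 6 held 4910 nuclei and ranged from 1.04 to 13.3% of nuclei between the active IKKβ mice alone. Cluster 11 held 1293 nuclei and was led by mitochondrial genes. Cluster 16 held 40 nuclei.

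The P301S contrast asked what the tau transgene changed in microglia with intact Ikbkb. Of 8801 genes tested in microglia-like nuclei, edgeR called 10, of which 9 were higher and 1 lower in P301S mice, and 718 had an unadjusted p under 0.05. DESeq2 called 6. The number rested on single mice, as edgeR called 0 genes without P301S replicate 3 (418 at an unadjusted p under 0.05), 48 without P301S replicate 1, 4, 4, 2 and 1 without non-transgenic replicates 1 to 4, and 11 without P301S replicate 2. With breeding line as a covariate edgeR called 36 genes, and these held all 10. Controls of the same line gave each line equal weight, so P301S replicate 3 counted as much as the other P301S mice together. That setting is therefore not a check on the weight of this mouse.

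Myo1e (ENSMUSG00000032220, chromosome 9, 70207350 to 70399766) rose from 71.2 ± 25.6 to 255 ± 118 CPM, a log2 fold change of 1.96 ± 0.31 (SE, edgeR adjusted p = 0.0113). Tifa (ENSMUSG00000046688, chromosome 3, 127789805 to 127832164) rose from 25.0 ± 8.85 to 81.2 ± 14.2 CPM (log2 fold change 1.72 ± 0.25, edgeR adjusted p = 0.00547). Ptchd1 (ENSMUSG00000041552, chromosome X, 155573455 to 155623814) rose from 37.8 ± 13.4 to 96.98 ± 21.9 CPM (log2 fold change 1.42 ± 0.26, edgeR adjusted p = 0.0275). Cacna1a (ENSMUSG00000034656, chromosome 8, 84388440 to 84640246) rose from 273 ± 36.7 to 630 ± 388 CPM (log2 fold change 1.25 ± 0.25, edgeR adjusted p = 0.0456), and its log2 fold change was 0.57 without P301S replicate 3. Mtss1 (ENSMUSG00000022353, chromosome 15, 58941234 to 59082005) fell from 263 ± 15.1 to 153 ± 27.7 CPM (log2 fold change -0.82 ± 0.16, edgeR adjusted p = 0.0494), and was not called without P301S replicate 3 (-0.63) or with DESeq2's size factors. It also lost its call without any 1 of the non-transgenic mice, with age as a covariate or with the replicate number as a block. The same held with doublets kept and with thinned sums. All of these genes are protein-coding. The errors of CPM are SDs over 4 and 3 mice.

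Of the 30 genes fixed in advance, 19 were tested in microglia-like nuclei. In the P301S contrast 7 of them passed when adjusted over the list alone (Ank, Apoe, Axl, Cd83, Csf1, Itgax and Lpl), against 1 when adjusted over all genes tested (Csf1, log2 fold change 2.74 ± 0.51, edgeR adjusted p = 0.0275). Apoe rose from 160 ± 88.5 to 504 ± 290 CPM, a log2 fold change of 1.74 ± 0.41 that did not pass over all genes (edgeR adjusted p = 0.107). In the knockout contrast 1 gene passed when adjusted over the list alone (Xist), against 0 over all genes. For active IKKβ 4 passed when adjusted over the list alone (Ank, Fcrls, Nfkbia and Traf3), against 3 over all genes (Ank, Fcrls and Traf3). The study named Ank, Axl, Csf1, Itgax, Lpl and Traf3 from bulk RNA sequencing of microglia isolated from P301S mice. It also listed changed genes from these libraries, so the counts over the list alone are not taken as independent evidence.

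The knockout contrast asked whether loss of IKKβ in microglia undid the changes of P301S mice. In microglia-like nuclei edgeR called 0 of 8801 genes, with 796 at an unadjusted p under 0.05, and DESeq2 called 0, with 392 at an unadjusted p under 0.05. Without knockout replicate 1 edgeR called 2 genes. The age of the mice as a covariate left the count at 0, with 294 genes at an unadjusted p under 0.05. On simulated counts of the same depth with 200 genes changed, the test recovered 54% of those changed 2-fold. Fewer changed genes would be harder to call after adjustment, and this was not simulated. Against non-transgenic mice the knockout P301S mice also gave 0 calls by edgeR and 0 by DESeq2 (436 at an unadjusted p under 0.05 by edgeR), and 1 without non-transgenic replicate 4 or 2 without either knockout mouse. All 10 genes called in the P301S contrast moved the other way in the knockout contrast (100%). Both contrasts share the P301S mice, and a simulated unchanged knockout group gave 71.1% on average, with most simulations between 40% and 100%.

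The active IKKβ contrast asked what constant kinase activity added in P301S mice. EdgeR called 144 of 8801 genes in microglia-like nuclei, 91 higher and 53 lower, with 798 at an unadjusted p under 0.05. DESeq2 called 103, of which 100 were among the 144. On simulated counts 19 of the 177 calls of this contrast were genes that had not been changed (10.7%). The count was 67 without P301S replicate 2, 218 without P301S replicate 3 and 72 without active IKKβ replicate 2. The active IKKβ mice and 1 of the 3 P301S mice came from the active IKKβ line. With line as a covariate edgeR called 77 genes, 70 of them among the 144, and with controls of the same line 76, of which 60 were among them.

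The largest rises were Ttn (ENSMUSG00000051747, chromosome 2, 76703980 to 76982547), from 1.62 ± 1.78 to 241 ± 124 CPM (log2 fold change 7.05 ± 0.49, edgeR adjusted p = 1.57e-08), and Ddo (ENSMUSG00000063428, chromosome 10, 40630011 to 40681847), from 1.71 ± 1.68 to 171 ± 30.004 CPM (6.03 ± 0.36, edgeR adjusted p = 5.76e-10). Ccr9 (ENSMUSG00000029530, chromosome 9, 123678439 to 123784330) rose from 2.74 ± 2.77 to 71.5 ± 35.7 CPM (4.76 ± 0.57, edgeR adjusted p = 3.51e-05). Tead1 (ENSMUSG00000055320, chromosome 7, 112679318 to 112906807) rose from 8.03 ± 4.56 to 131 ± 27.4 CPM (3.78 ± 0.29, edgeR adjusted p = 4.22e-08). Coro2a (ENSMUSG00000028337, chromosome 4, 46536937 to 46602202) fell from 131 ± 7.06 to 34.7 ± 8.21 CPM (-1.94 ± 0.22, edgeR adjusted p = 1.32e-05). Adamts16 (ENSMUSG00000049538, chromosome 13, 70727802 to 70841811) fell from 108 ± 44.7 to 19.0 ± 3.33 CPM (-2.46 ± 0.35, edgeR adjusted p = 0.00024). All of these genes are protein-coding. Traf3, a fixed gene, rose from 236 ± 78.1 to 549 ± 17.2 CPM (1.16 ± 0.22, edgeR adjusted p = 0.00456), but was not called with controls of the same line (0.80). Ank fell from 291 ± 98.0 to 109 ± 21.4 CPM (-1.47 ± 0.24, edgeR adjusted p = 0.00122). The errors of CPM are SDs over 3 and 2 mice.

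A pair of the falls did not separate genotype from breeding line. Fcrls (ENSMUSG00000015852, chromosome 3, 87250758 to 87263738) fell from 293 ± 212 CPM in P301S mice to 37.6 ± 12.2 in active IKKβ mice (log2 fold change -2.87 ± 0.64, edgeR adjusted p = 0.0204), and stood at 110 and 244 CPM in the non-transgenic and at 57.9 CPM in the P301S mice of the active IKKβ line, against 352 to 532 CPM in floxed-line mice. It was not called with line as a covariate (-1.25) or with controls of the same line (-0.62), nor without P301S replicate 1, P301S replicate 2 or either active IKKβ mouse. Gm16867 (ENSMUSG00000093954, chromosome 14, 69363504 to 69503362) had 0 counts in both active IKKβ mice. Against the floor of 3 counts over that group (0.990 CPM) it was at least 70.4-fold lower than in P301S mice, whose mean was 69.7 CPM (edgeR adjusted p = 0.00502). It also had 0 counts in the non-transgenic mice of the active IKKβ line.

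Against non-transgenic mice the active IKKβ mice gave 349 calls by edgeR, 217 higher and 132 lower (1218 at an unadjusted p under 0.05), and 263 by DESeq2. The count was 215 with line as a covariate and 229 without non-transgenic replicate 2. On simulated counts 12 of the 165 calls of this contrast were genes that had not been changed (7.27%). The largest rises were in Ttn, Ccr9, Ddo and Rxrg, at log2 fold changes of 7.20, 5.06, 4.82 and 4.77. Rxrg (ENSMUSG00000015843, chromosome 1, 167598384 to 167639623) went from 7.68 ± 5.20 to 232 ± 11.5 CPM (SD over 4 and 2 mice, edgeR adjusted p = 9.74e-09). The largest falls were in Fcrls, Myo18b, Crybb1 and Adamts16, at -3.21, -2.54, -2.43 and -2.40. Nfkbia, which encodes an inhibitor that NF-κB itself induces, rose by a log2 fold change of 2.09 (edgeR adjusted p = 0.00713) against non-transgenic mice and by 1.62 against P301S mice, which did not pass (edgeR adjusted p = 0.0567). The call against non-transgenic mice was lost without active IKKβ replicate 2 (1.84).

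**Figure D1:**
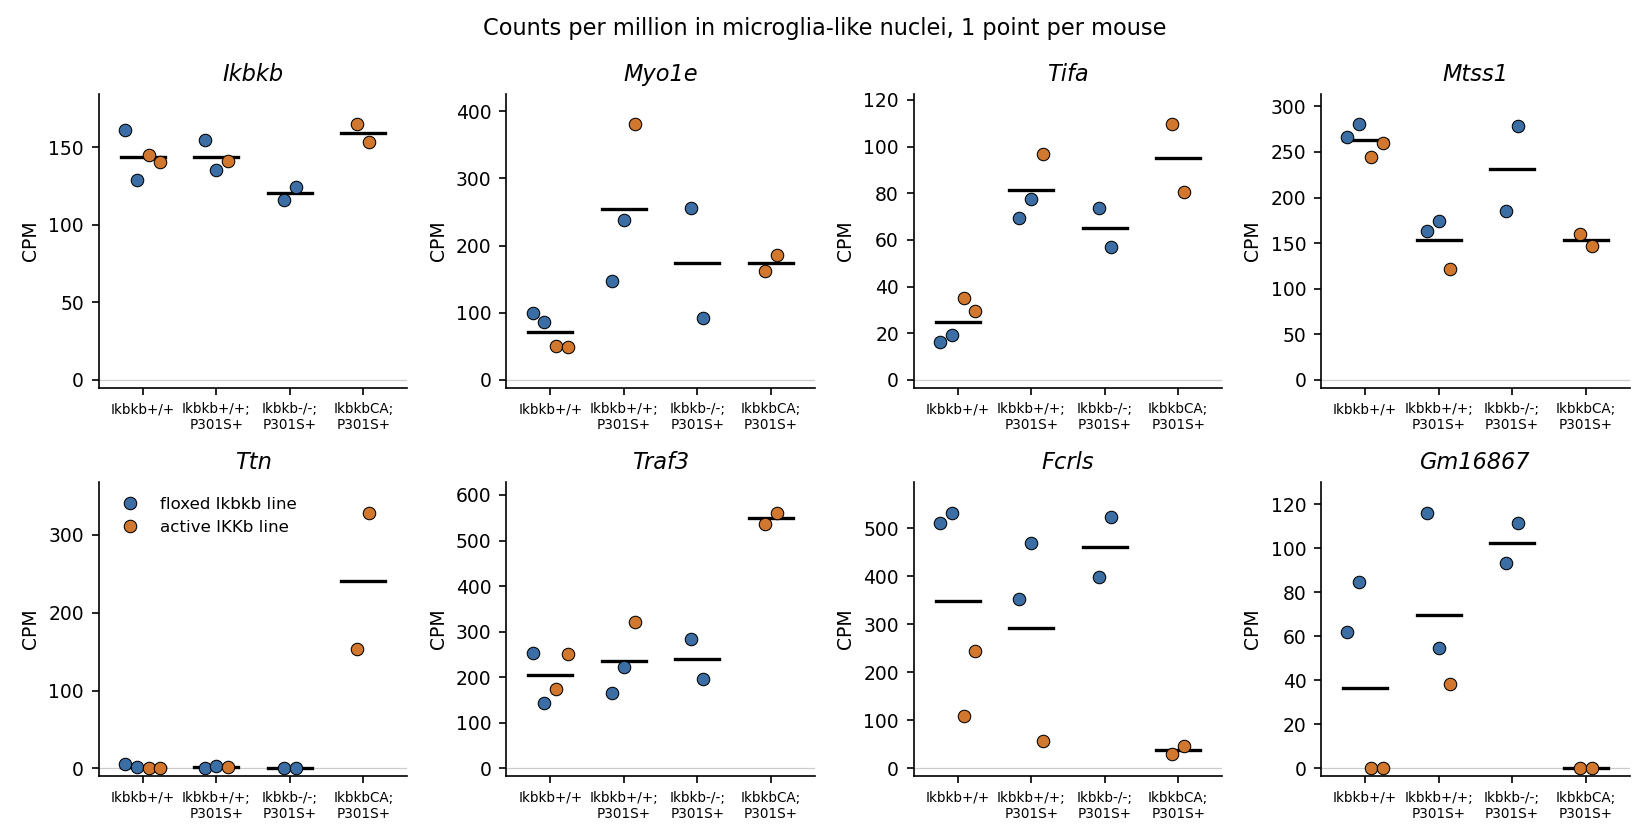
CPM of 8 genes in the microglia-like nuclei of each mouse (y axis) by genotype group (x axis), with 1 point per mouse coloured by breeding line and a black line at the group mean. Ttn and Traf3 were high in the active IKKβ P301S mice, while Fcrls and Gm16867 were also low in non-transgenic mice of the active IKKβ line.

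Of the 10 genes called in the P301S contrast, 1 moved further the same way in the active IKKβ contrast (10%). A simulated unchanged group gave 26.8% on average, with most simulations between 0% and 50%. Of the 144 active IKKβ calls, 66 moved the same way in the knockout contrast (45.8%). A simulated unchanged knockout group gave 42.5% on average, with most simulations between 34.7% and 50%. On the first principal component, which held 34.2% of the variance, the active IKKβ mice lay 21.8 above the P301S mice (exact permutation p = 0.2). The difference of the knockout mice from the P301S mice was -4.67 (exact permutation p = 0.7). The P301S mice lay 5.50 above the non-transgenic mice (exact permutation p = 0.314), and this became -0.102 without P301S replicate 3. Gm16867 and Fcrls, which did not separate genotype from breeding line, were among the genes with the largest weights on this component. Non-transgenic mice of the active IKKβ line lay at -1.68 and -4.53, against -11.5 and -8.70 in the floxed line. P301S replicate 3, of the active IKKβ line, lay at 9.12, against -8.05 and -4.38 in the other P301S mice. Line and genotype are thus not separated on this component.

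Gene sets were tested in the same sums, and 13 of the 21 combinations of set and contrast were called by camera with its preset correlation. None of these calls held under fry or under an estimated correlation (0 called), where the lowest adjusted p by fry was 0.0754, for NF-κB targets in the active IKKβ contrast. In the P301S contrast the DAM set was higher, with a median log2 fold change of 0.74 and all 28 genes up (camera adjusted p = 9.71e-14). NF-κB targets were higher by 0.28 (21 of 25 genes, camera adjusted p = 0.000713), the interferon response by 0.34 (18 of 20, camera adjusted p = 3.66e-05) and lysosome genes by 0.16 (camera adjusted p = 0.00346). Homeostatic genes were lower, at -0.22 (camera adjusted p = 0.00178), as were neuronal transcripts, at -0.30 with all 24 genes down (camera adjusted p = 3.22e-11), or -0.13 without P301S replicate 3. Exocytosis genes were not called (0.10). Without P301S replicate 3 the DAM median was 0.35, that of NF-κB targets 0.013, that of interferon genes 0.056, that of lysosome genes -0.0052 and that of homeostatic genes 0.027, and 8 of the combinations were called.

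In the knockout contrast the DAM set was lower, at -0.43 with 25 of 28 genes down (camera adjusted p = 0.000112), as were NF-κB targets, at -0.47 with 22 of 25 down (camera adjusted p = 0.000719), and lysosome genes, at -0.10 (camera adjusted p = 0.0181). Without P301S replicate 3 these medians were -0.011, -0.12 and 0.049. Neuronal transcripts were higher, at 0.35 with all 24 genes up (camera adjusted p = 9.71e-14), or 0.20 without P301S replicate 3. The homeostatic, interferon and exocytosis sets were not called (medians -0.053, -0.037 and -0.11). For the homeostatic set the median was below 0, while the mean (0.089) and the direction of the test were up. With active IKKβ the NF-κB targets were higher, at 0.70 with 21 of 25 genes up (camera adjusted p = 1.24e-12), or 1.31 without P301S replicate 3, and homeostatic genes lower, at -0.24 with 18 of 20 down (camera adjusted p = 2.74e-05), or -0.050 without active IKKβ replicate 2. The DAM set was lower, at -0.15 (camera adjusted p = 0.0493), or -0.011 without P301S replicate 3. The interferon, lysosome, exocytosis and neuronal sets were not called (0.25, -0.098, -0.02 and -0.0040).

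**Figure D2:**
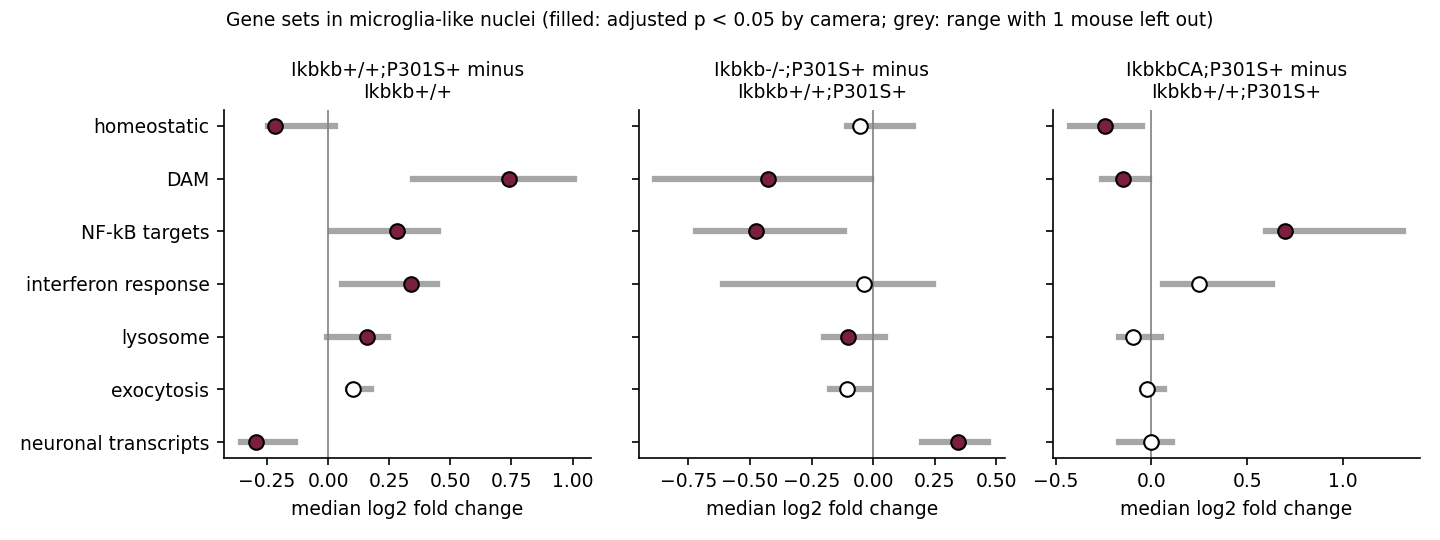
Median log2 fold change (x axis) of 7 gene sets (y axis) in microglia-like nuclei for each contrast, filled where camera called the set, with a grey bar over the range of medians when 1 mouse was left out. In the P301S contrast the bars of homeostatic and lysosome genes crossed 0, and the lowest median of the DAM set was 0.35.

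By single genes, 14 of the 25 NF-κB targets tested passed in the active IKKβ contrast when adjusted over the list alone, against 10 over all genes, and 1 against 0 passed in the P301S contrast. Of the 28 DAM genes tested, 13 passed in the P301S contrast when adjusted over the list alone, against 1 over all genes, and 2 against 2 in the active IKKβ contrast. Of the background lists, astrocyte transcripts were lower in the P301S contrast (-0.51, camera adjusted p = 0.0232) and higher in the knockout contrast (0.74, camera adjusted p = 0.00428), and oligodendrocyte transcripts were higher in the knockout contrast (0.37, camera adjusted p = 0.01004). Neuronal transcripts held 3.29 ± 0.30% of microglia-like UMIs in non-transgenic mice (SD, n = 4), 2.84% in P301S mice, 3.51% in knockout P301S mice and 2.76% in active IKKβ P301S mice. The knockout mice (3.42 and 3.59%) lay above every P301S mouse (2.39 to 3.30%), with an exact permutation p of 0.2.

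The states were also read nucleus by nucleus. DAM-high nuclei made up 3.97 ± 1.39% of microglia-like nuclei in non-transgenic mice (SD, n = 4) and 16.6 ± 12.9% in P301S mice, whose values were 4.90, 14.4 and 30.5%. The difference of 12.6 percentage points did not pass (exact permutation p = 0.0571, adjusted p = 0.3) and was 5.69 without P301S replicate 3. With so few mice no adjusted p of these shares could fall under 0.05. They made up 10.4 and 4.28% in the knockout P301S mice and 6.14 and 12.9% in the active IKKβ P301S mice. NF-κB-high nuclei made up 2.28 ± 0.82% in non-transgenic mice, 2.45, 2.24 and 7.09% in P301S mice, 4.07 and 0.535% in knockout P301S mice, and 14.9 and 14.2% in active IKKβ P301S mice. The last contrast, 10.6 percentage points, reached the smallest p that 3 against 2 mice allow (exact permutation p = 0.1, adjusted p = 0.3). Without thinning the NF-κB-high shares were 4.997% in non-transgenic, 9.49% in P301S, 4.57% in knockout and 34.3% in active IKKβ mice, and the DAM-high shares 5.16, 21.8, 9.13 and 11.4% in the same order. Thinning left out 5, 11, 2 and 2 nuclei of these groups.

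**Figure D3:**
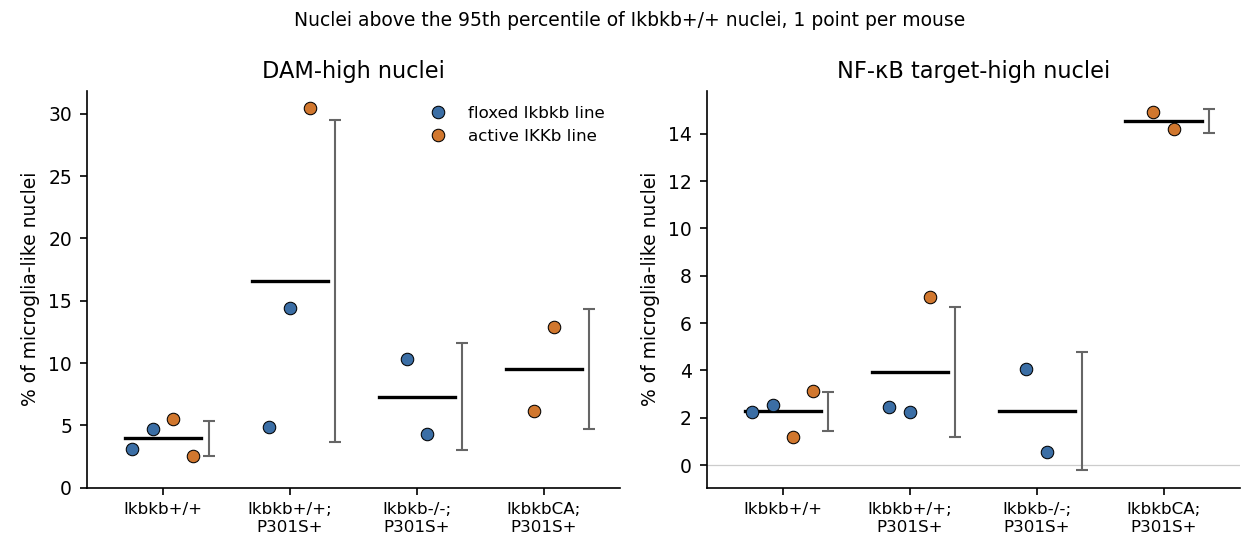
Percent of microglia-like nuclei above the 95th percentile of non-transgenic nuclei (y axis) for DAM genes and for NF-κB targets, by genotype group (x axis), with 1 point per mouse coloured by breeding line, black lines at group means and bars of 1 SD. The NF-κB-high shares of the active IKKβ P301S mice (14.9 and 14.2%) lay above those of the other 9 mice, and DAM-high shares of P301S mice ranged from 4.90 to 30.5%.

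Genes were also tested in 4 other types, while those of the striatal projection neuron-like, OPC-like, vascular-like and ependymal or choroid plexus-like clusters were not. In excitatory neuron-like nuclei edgeR called 6 of 18126 genes in the P301S contrast (444 at an unadjusted p under 0.05, DESeq2 7), 0 in the knockout contrast (1605 and DESeq2 12; 1 without knockout replicate 1) and 1 in the active IKKβ contrast (980 and DESeq2 13; 0 without P301S replicate 1, P301S replicate 3 or active IKKβ replicate 1, and another gene without active IKKβ replicate 2). None reached 50 CPM, so the rule named none of them, and those named here were chosen after their values were seen. Prn, Haus7, Alpk1, Gm43049, Gm32754 and 4930590L14Rik rose in P301S mice. Haus7 (ENSMUSG00000031371, chromosome X, 73437315 to 73459044) had a log2 fold change of 1.43 (edgeR adjusted p = 0.00341) and Alpk1 (ENSMUSG00000028028, chromosome 3, 127670310 to 127780527) of 1.06 (edgeR adjusted p = 0.00417). Gm43049 went from 0.0481 to 11.6 CPM (edgeR adjusted p = 4.39e-07). Cdrt4 rose in the active IKKβ contrast (log2 fold change 3.43, edgeR adjusted p = 0.00956), but not with line as a covariate, where 0 genes were called.

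In inhibitory interneuron-like nuclei edgeR called 0 of 14002 genes in each contrast (414, 1060 and 1230 at an unadjusted p under 0.05), and DESeq2 called 2, 0 and 2. Leaving out P301S replicate 3 gave 1 call in the P301S contrast, and leaving out either knockout mouse gave 1 in the knockout contrast. In astrocyte-like nuclei edgeR called 0 of 12121 genes in each contrast (602, 1051 and 631), and DESeq2 1, 2 and 0. Leaving out knockout replicate 1 gave 1 call in the knockout contrast, and leaving out active IKKβ replicate 1 gave 3 in the active IKKβ contrast, against 1 without active IKKβ replicate 2. In oligodendrocyte-like nuclei edgeR called 1 of 13030 genes in the P301S contrast (679 at an unadjusted p under 0.05, DESeq2 2; 2 without P301S replicate 2), 0 in the knockout contrast (1787, DESeq2 17; 3 without knockout replicate 1) and 2 in the active IKKβ contrast (625, DESeq2 4). Ndst4 (ENSMUSG00000027971, chromosome 3, 125404076 to 125728899) rose from 33.9 ± 17.7 CPM in non-transgenic mice to 327 ± 23.8 in P301S mice (SD, n = 4 and 3, log2 fold change 3.22 ± 0.24, edgeR adjusted p = 1.04e-05), and stood at 263 ± 24.5 CPM in knockout P301S and 284 ± 27.5 in active IKKβ P301S mice. The active IKKβ calls, Shmt1 (7.73 to 28.3 CPM, edgeR adjusted p = 0.000281) and Trim16 (0.121 to 10.1 CPM, edgeR adjusted p = 0.000168), lay under 50 CPM and were named after their values were seen. In these types the genes fixed in advance gave 0 calls over all genes, and when adjusted over the list alone only Xist passed, in the knockout contrast of oligodendrocyte-like nuclei (1 gene). Xist was lower in knockout than in P301S mice in all 5 types, by log2 fold changes of -0.50 in microglia-like, -0.59 in excitatory neuron-like, -0.61 in inhibitory interneuron-like, -0.34 in astrocyte-like and -0.43 in oligodendrocyte-like nuclei.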

Values the study reported

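The study reported sequencing 114,118 nuclei and using 103,681 of them after filtering. It counted 4305 microglia. In a test that took single nuclei as the units, the study reported 961 genes changed in microglia when Ikbkb was deleted in P301S mice and 691 when IKKβ was constitutively active.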

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

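The tests of DNA linked to the transgene on chromosome 3, of a strain variant on chromosome 11 and of a strain variant at Gm16867 were chosen only after the results were seen.

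Among 50 groups of mice tested for a sample far from the others, 2 held one, and chance gives about 1 in 20 groups. In excitatory neuron-like nuclei of the non-transgenic mice, replicate 2 lay apart for 4930590L14Rik, a long non-coding RNA gene on chromosome 3 (140951876 to 140953247), with a gap to the nearest other mouse of 1 times the range of the group. It had 1 count there and the other non-transgenic mice had 0, so the distance is that of a single molecule. P301S mice had 79, 57 and 52 counts, knockout P301S mice 80 and 72, and active IKKβ P301S mice 82 and 54. The gene is therefore close to absent without the transgene and present in all 7 mice with it. The stretch from 120000001 to 150000000 of chromosome 3 held 6 of the 17 genes called in the P301S contrast over the 5 types (Tifa, Alpk1, Gm43049, Gm32754, 4930590L14Rik and Ndst4), although 0.934% of the tested genes lie there. Genes of the stretch that were not called had 24 small p-values in the P301S contrast where 4.37 were expected from the rest, 16 against 7.03 in knockout P301S mice compared with non-transgenic mice, and 22 against 8.60 in active IKKβ P301S mice compared with non-transgenic mice. Between groups that all carried the transgene the numbers were 11 against 13.2 and 9 against 7.64. The window from 120000001 to 130000000 had the strongest excess of the genome in the P301S contrast (12 against 1.41), with p = 0.0001, the smallest that the permutations can give. It was also the strongest for knockout against non-transgenic mice, but did not pass there (8 against 2.35, permutation p = 0.565), nor did the strongest window of chromosome 3 for active IKKβ against non-transgenic mice, 130000001 to 140000000 (11 against 3.32, permutation p = 0.202). These contrasts share the non-transgenic mice, so they are not independent of the P301S contrast. Away from chromosome 3, windows of chromosome 19 (10000001 to 20000000) in the P301S contrast (9 against 1.85, permutation p = 0.0316) and of chromosome 18 (1 to 10000000) for active IKKβ against non-transgenic mice (9 against 1.86, permutation p = 0.0273) passed the same test, and their source was not tested. This pattern is consistent with DNA linked to the transgene, either its insertion site or variants of the strain it was made in, and the values argue against a chance placing of the calls. A response to tau that falls on genes of this stretch was not tested and stays open, and so does free RNA for Gm43049, which moved in several types. For Tifa, the microglia-like call may owe its rise to this stretch, since it was also higher in astrocyte-like nuclei (log2 fold change 1.03).

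In oligodendrocyte-like nuclei of the non-transgenic mice, replicate 4 lay apart for Trim16 (chromosome 11, 62820231 to 62850808), again with a gap of 1 times the range. It had 1 count there and 0 in the other 3 mice. P301S mice had 0, 1 and 1 counts, knockout P301S mice 0 and 1, and active IKKβ P301S mice 52 and 59. Shmt1 (chromosome 11, 60788104 to 60811718) and Cdrt4 (chromosome 11, 62951193 to 62993095) also rose in active IKKβ mice in types other than microglia-like nuclei, where the Cre recombinase should not act. The stretch from 60000001 to 70000000 held 5 of the 147 active IKKβ calls, with 0.837% of the tested genes. A strain variant carried by the active IKKβ mice might raise such neighbouring genes. Among genes of the stretch that were not called, small p-values came to 0.864 times the number expected, but 4 windows before it were among the 10 strongest of the contrast, with 5 against 1.35 from 10000001, 7 against 2.12 from 30000001, 8 against 2.38 from 40000001 and 17 against 6.56 from 50000001. None of these passed (lowest permutation p = 0.372), so a wider disturbance was neither found nor excluded. The non-transgenic and P301S mice of the active IKKβ line did not show the rise in Trim16. The study describes them as carrying the same allele without Cre, so the values argue against the line as a whole and against a variant carried with the allele. Knockout mice carry Cre and did not show it either. A variant that only the 2 active IKKβ mice inherited, and an effect of the active kinase, stay open.

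The P301S difference in Gm16867 (chromosome 14, 69363504 to 69503362) in microglia-like nuclei differed between the breeding lines by a test of the difference itself (edgeR adjusted p = 0.03). In the active IKKβ line both non-transgenic mice had 0 counts, and the P301S mouse, at 38.3 CPM, was at least 14.5-fold higher than the floor of 3 counts over that pair (2.64 CPM). In the floxed line the log2 fold change was 0.13, so the lines differed by at least 3.73 on the log2 scale. It was the 1 gene of 9497 that edgeR called, with 705 at an unadjusted p under 0.05, and DESeq2 called 0. In the active IKKβ line the contrast rested on a single P301S mouse, whose spread was assumed to be that of the other groups. Over the 5 types the 2 non-transgenic mice of that line and both active IKKβ mice held 4 to 7 counts, and the other 7 mice 677 to 1896. The highest of the low mice stood at 1.03% of the lowest other mouse. Its neighbour Loxl2 split the same 4 mice from the rest (11 to 20 against 409 to 933 counts), while Stc1, Slc25a37, R3hcc1 and Chmp7 did not part the mice this way. The split follows neither the transgene nor IKKβ and appears in every type, which is consistent with a strain variant that 4 of the 5 mice of the active IKKβ line carried on both chromosomes. Such a loss could be a deletion, a variant that lowers expression, or sequence that no longer matches the reference, and counts alone do not separate these. Reads shared with a near-identical copy were not tested, so the level of Gm16867 is uncertain. No biological explanation was tested, and the values argue against the genotypes of the study as the source. The fall of Gm16867 listed with the active IKKβ calls is the same split.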

How the results depend on the processing

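Gene sets without the 10 genes that lead the microglia-like cluster, and shares from a clustering without the genes that lead each cluster, were chosen only after the data were seen. Every alternative listed beforehand was run, with age as a covariate for tests of genes only. A resolution of 0.5 gave the same 4336 microglia-like nuclei as 0.1 and says nothing about stability there. Shares of P301S calls opposed or exceeded have no value with doublets kept, with thinned sums or without P301S replicate 3, where no gene was called. Where a mouse was left out of a group of 2, the lone sample was assumed to vary like the other groups. The cause of a changed result was not tested unless stated.

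Of the counts of genes changed, 70 of 97 values with a mouse left out and 121 of 168 under other alternatives stayed within 1.5 times the reported count. Of gene set medians, 92 of 119 and 125 of 165 kept their direction and their side of the threshold, and 13 and 6 reversed. Of values per mouse, 133 of 153 and 88 of 102 kept theirs, and 20 and 13 reversed, none of them a difference that a test had called. Of genes named in the text, 231 of 280 and 470 of 527 kept theirs, 43 and 45 lost their call, and 2 and 1 reversed, in Cx3cr1 and mouse Mapt, which were not called. Ttn kept its call and direction in microglia-like nuclei under all of its alternatives.

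With DESeq2's Wald test the P301S contrast gave 6 calls in microglia-like nuclei (10 by edgeR), 2 in inhibitory interneuron-like (0), 1 in astrocyte-like (0) and 2 in oligodendrocyte-like nuclei (1). The knockout contrast gave 12 in excitatory neuron-like, 2 in astrocyte-like and 17 in oligodendrocyte-like nuclei (0 in each by edgeR). The active IKKβ contrast gave 13 in excitatory neuron-like (1), 2 in inhibitory interneuron-like (0) and 4 in oligodendrocyte-like nuclei (2). With DESeq2's size factors edgeR called 9 of the 10 genes for P301S, as Mtss1 lost its call, and 345 of the 349 for active IKKβ against non-transgenic mice, and the DAM set lost its call in the active IKKβ contrast at a median of -0.15.

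Without a filter on low counts the microglia-like calls rose to 144 in the P301S contrast, 33 in the knockout contrast, 358 in the active IKKβ contrast, 35 for knockout against non-transgenic mice and 577 for active IKKβ against non-transgenic mice. In other types they were 2 (P301S) and 4 (active IKKβ) in inhibitory interneuron-like nuclei, 111, 79 and 79 in astrocyte-like nuclei and 124, 476 and 135 in oligodendrocyte-like nuclei for P301S, knockout and active IKKβ. By construction the added genes have few counts. With only the groups compared in the fit, the microglia-like calls were 17 for P301S and 2 for knockout. The same fit gave 5 calls for active IKKβ in excitatory neuron-like nuclei, 1 for active IKKβ in inhibitory interneuron-like nuclei, 2 for knockout in astrocyte-like nuclei and 7 for knockout in oligodendrocyte-like nuclei.

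With breeding line as a covariate the microglia-like calls were 36 for P301S, 77 for active IKKβ, 3 for knockout against non-transgenic mice and 215 for active IKKβ against non-transgenic mice. There were 0 for active IKKβ in excitatory neuron-like nuclei and 1 for P301S in inhibitory interneuron-like nuclei. In the knockout contrast NF-κB targets (-0.27) and lysosome genes (-0.070) lost their calls and the interferon set reversed to 0.27. In the active IKKβ contrast the lysosome set gained a call (-0.097) and neuronal transcripts reversed to 0.033. With controls of the same line the microglia-like calls were 79 for P301S and 76 for active IKKβ.

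With doublets kept the microglia-like calls were 0 for P301S (635 genes at an unadjusted p under 0.05 by edgeR), 57 for active IKKβ and 173 for active IKKβ against non-transgenic mice, and inhibitory interneuron-like nuclei gave 2 for P301S. The DAM set lost its active IKKβ call (-0.084) and exocytosis reversed to 0.040. The differences in share of nuclei that reversed were those of microglia-like nuclei in the knockout contrast (0.114 percentage points), of inhibitory interneuron-like nuclei in the P301S (0.188) and knockout contrasts (-0.941), and of astrocyte-like (0.136) and oligodendrocyte-like nuclei (0.0642) in the active IKKβ contrast. With all barcodes the same 5 differences reversed, to 0.131, 0.990, -1.23, 0.146 and 0.0793. In the clustering without leading genes the first 3 reversed, to 0.00919, 0.469 and -0.870. None of these differences passed its test.

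Depth limits the microglia-like contrasts. With each sum thinned to the smallest, edgeR called 0 genes for P301S (350 at an unadjusted p under 0.05), 53 for active IKKβ, of which 35 were among the 144, and 181 for active IKKβ against non-transgenic mice. Inhibitory interneuron-like nuclei gave 1 call for P301S and oligodendrocyte-like nuclei 1 for active IKKβ, and the Cx3cr1 difference in the knockout contrast reversed to -0.048. Fewer counts explain fewer calls by construction. Without thinning of nuclei, the DAM-high difference in the P301S contrast was 16.6 percentage points and reached the smallest p (exact permutation p = 0.0286).

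When only genes higher in microglia-like nuclei than elsewhere were tested, the homeostatic (0.027) and interferon sets (0.057) reversed and the lysosome set lost its call (-0.029) in the knockout contrast. In the active IKKβ contrast the DAM set lost its call (-0.12) and exocytosis reversed to 0.024. With fry or an estimated correlation 0 sets were called, while the medians by construction stayed those of the reported fit: -0.22, 0.74, 0.28, 0.34, 0.16 and -0.30 for homeostatic, DAM, NF-κB, interferon, lysosome and neuronal genes in the P301S contrast, -0.43, -0.47, -0.10 and 0.35 for DAM, NF-κB, lysosome and neuronal genes in the knockout contrast, and -0.24, -0.15 and 0.70 for homeostatic, DAM and NF-κB genes in the active IKKβ contrast.

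The replicate number as a block gave 3 calls for P301S in microglia-like nuclei and a call for the interferon set in the active IKKβ contrast (0.29). Among the microglia-like counts and the gene sets the block changed no other call by more than 1.5 times. Over 2000 genes the deviations of same-numbered mice correlated at -0.131 to 0.122 in 10 pairs, 1 of them over 0.1, so the values gave no sign that the number pairs the mice. Some of these pairs are of the same line and age, and littermates among them cannot be excluded.

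Leaving out 1 mouse at a time moved the microglia-like calls for P301S between 0 (without P301S replicate 3) and 48 (without P301S replicate 1), for knockout between 0 and 2 (without knockout replicate 1), for active IKKβ between 67 (without P301S replicate 2) and 218 (without P301S replicate 3), for knockout against non-transgenic mice between 0 and 2 (without knockout replicate 1 or replicate 2), and for active IKKβ against non-transgenic mice between 166 (without active IKKβ replicate 2) and 3.0e2, which is 48 below the 349 of all mice. In excitatory neuron-like nuclei the range was 0 to 1 for knockout and for active IKKβ. In inhibitory interneuron-like nuclei it was 0 to 1 for P301S and for knockout. In astrocyte-like nuclei it was 0 to 1 for knockout and 0 to 3 for active IKKβ. In oligodendrocyte-like nuclei it was 1 to 2 for P301S and 0 to 3 for knockout. The share of P301S calls exceeded in active IKKβ mice ran from 18.5 to 100%, over lists as short as 1 gene (without non-transgenic replicate 4).

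The number of sets called ran from 8 (without P301S replicate 3) to 14 (without P301S replicate 1). In the P301S contrast the medians ran from -0.25 to 0.027 for homeostatic genes, 0.013 to 0.45 for NF-κB targets, 0.056 to 0.45 for interferon, -0.0052 to 0.25 for lysosome genes, 0.35 to 1.01 for DAM and -0.36 to -0.13 for neuronal genes, and the end nearest to or past 0 was reached without P301S replicate 3 in these 6 sets. In the knockout contrast they ran from -0.11 to 0.16 for homeostatic genes, -0.88 to -0.011 for DAM, -0.72 to -0.12 for NF-κB targets, -0.61 to 0.24 for interferon and -0.20 to 0.049 for lysosome genes. Without P301S replicate 3 they were at the upper end in the last 4 of these, and neuronal genes (0.20 to 0.47) at the lower. In the active IKKβ contrast they ran from -0.43 to -0.050 for homeostatic genes, -0.26 to -0.011 for DAM, 0.60 to 1.31 for NF-κB targets (the upper end without P301S replicate 3), 0.059 to 0.63 for interferon, -0.17 to 0.047 for lysosome, -0.048 to 0.064 for exocytosis and -0.17 to 0.11 for neuronal genes.

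Differences in share of nuclei ran from -0.357 to 2.02 percentage points for microglia-like nuclei and -1.16 to 0.158 for astrocyte-like nuclei in the P301S contrast, from -1.48 to 1.51 for microglia-like and -1.49 to 2.03 for inhibitory interneuron-like nuclei in the knockout contrast, and from -3.32 to 1.53 for excitatory neuron-like, -1.28 to 1.24 for astrocyte-like and -1.83 to 1.89 for oligodendrocyte-like nuclei in the active IKKβ contrast. The neuronal UMI share ran from -0.317 to 0.150 in the active IKKβ contrast and the NF-κB-high share from -3.39 to 0.138 in the knockout contrast. The first component ran from -0.102 to 10.1 for P301S and from -9.27 to 1.37 for knockout, Cx3cr1 from -0.021 to 0.13 for knockout and mouse Mapt in excitatory neuron-like nuclei from -0.0013 to 0.11 for P301S.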

Other observations

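The tests of neuronal RNA as the source of the lower DAM and NF-κB sets, of the breeding line of the third P301S mouse and of transgene transcripts counted under Prn were chosen only after the results were seen.

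EdgeR called 0 genes in the knockout contrast of microglia-like nuclei, with 796 at an unadjusted p under 0.05 and 0 calls by DESeq2. That is lower than the number quoted from the study above. In the active IKKβ contrast edgeR called 144 genes. That is also lower than the number quoted from the study. The test here took mice as the units, and the test of the study took nuclei.

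Chance was tested by regrouping the 7 non-transgenic and P301S mice in all 35 ways into 4 and 3. In microglia-like nuclei 2 splits gave at least 10 calls, the real one with 10 and the one that follows breeding line with 16. Every other split gave at most 3, and the real split is counted here and below. The 2 splits are over 5% of all splits, so chance cannot be excluded for this count. This rests on the split by line alone. By the same measure chance cannot be excluded in excitatory neuron-like nuclei (3 splits with at least 6 calls). Nor can it be in oligodendrocyte-like nuclei (6 splits with at least 1 call) or for the 6 gene sets called in the P301S contrast (7 splits). This concerns the counts and not each gene. Ndst4 in oligodendrocyte-like nuclei was at 33.9 CPM in non-transgenic mice and at 263 and 284 CPM in knockout and active IKKβ mice, which had no part in the P301S contrast, and 4930590L14Rik in excitatory neuron-like nuclei had at most 1 count in a non-transgenic mouse and at least 52 in a mouse with the transgene, so the values argue against chance for these genes. In inhibitory interneuron-like and astrocyte-like nuclei the real split gave 0 calls by edgeR, which all 35 splits reach by construction, so the test says nothing there. The split that follows breeding line, with both non-transgenic mice and the P301S mouse of the active IKKβ line in the group of 3, gave 16 calls in microglia-like nuclei, 682 in excitatory neuron-like, 19 in inhibitory interneuron-like, 13 in astrocyte-like and 13 in oligodendrocyte-like nuclei. Breeding line thus separated these mice at least as strongly as the transgene in calls. It was not alone in this, as non-transgenic replicates 1 and 4 with P301S replicate 3 gave 768 calls in inhibitory interneuron-like nuclei, non-transgenic replicates 1 and 2 with P301S replicate 2 gave 140 in excitatory neuron-like nuclei, and non-transgenic replicates 3 and 4 with P301S replicate 1 gave 14 in astrocyte-like nuclei. With line as a covariate the P301S contrast gave 36 calls in microglia-like nuclei.

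P301S replicate 3 decided the microglia-like P301S calls, and it is the only P301S mouse of the active IKKβ line with the unmodified kinase. Within the floxed line edgeR called 0 of 9497 genes for P301S, with 370 at an unadjusted p under 0.05. Within the active IKKβ line the P301S group was 1 mouse, whose spread was assumed to be that of the other groups. A count of calls there cannot be set against that of the floxed line. The difference between these contrasts passed in 1 gene, Gm16867, by edgeR (705 at an unadjusted p under 0.05) and in 0 by DESeq2. P301S replicate 3 had 1504236 microglia-like UMIs, against 377837 and 588460 in the other P301S mice, and thinned sums gave 0 P301S calls. With a single P301S mouse in that line, 1 call does not show that the lines respond alike. P301S replicate 3 was also the oldest of the P301S mice, at 10.75 months. The line, the depth, the age and the state of that mouse cannot be told apart. Its DAM-high share of 30.5% was the highest of the 11 mice, and a more advanced response to tau in this mouse is among the open explanations and was not tested.

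The neuronal transcripts set moved up in the knockout contrast in all 24 genes, and the neuronal share of microglia-like UMIs was higher by 0.668 percentage points in knockout than in P301S mice, with both knockout mice above every P301S mouse (exact permutation p = 0.2). Meg3 and Snhg11, the most abundant of the list that were followed one by one, stood at 3002 and 1307 CPM in P301S and 3873 and 1846 CPM in knockout mice, and neither was called. The share also rose from 3.52 to 4.02% in oligodendrocyte-like nuclei (exact permutation p = 0.2) and from 2.05 to 2.30% in astrocyte-like nuclei (exact permutation p = 0.1), and astrocyte and oligodendrocyte transcripts rose in microglia-like nuclei as well. This is consistent with RNA from other cells that differed between the droplets of knockout and P301S mice. The knockout shares lay within those of non-transgenic mice in microglia-like (3.06 to 3.69%), oligodendrocyte-like (3.61 to 4.07%) and astrocyte-like nuclei (2.05 to 2.31%), so less of such RNA in P301S mice is as open as more of it in knockout mice. Expression of these genes by microglia was not excluded.

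DAM genes were at -0.43 and NF-κB targets at -0.47 in the knockout contrast, and dilution by RNA from other cells would lower microglial genes alike. With only genes higher in microglia-like nuclei scaled and tested, the sets stood at -0.34 (camera adjusted p = 0.00270) and -0.40 (camera adjusted p = 0.00403), so dilution by neuronal RNA is unlikely to be their whole source. The falls were nearly gone without P301S replicate 3 (-0.011 and -0.12), and so they rest on that mouse and not on the knockout mice alone. The knockout mice were also younger as a group, at 8.39 to 9.15 months against 9.15 to 10.75 in P301S mice. Age was not a covariate for gene sets, so its part in the falls was not tested.

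Both the knockout and the active IKKβ mice carried a Cre recombinase inserted in Cx3cr1, which could change microglial genes in both contrasts alike. Of the 144 active IKKβ calls, 45.8% moved the same way in the knockout contrast, against 42.5% for a simulated unchanged group. The simulated group was drawn around the observed P301S means, so it leaves out chance in the P301S mice that both contrasts share. The values argue against the Cre allele as the source of all the active IKKβ calls, but an effect on part of them stays open. Among the rises 31 of 91 (34.1%) and among the falls 35 of 53 (66.0%) moved the same way, a difference that was not tested.

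A difference in sex was tested and the values argue against it. The lowest Xist level in microglia-like nuclei of a mouse was 1245 CPM, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 6, 10, 3 and 0 counts in total. The study's methods name only males for RNA sequencing, whereas the labels of these libraries and these counts give females. Xist was lower in knockout than in P301S mice in each of the 5 types (-0.50 in microglia-like nuclei, edgeR adjusted p = 0.431), and the source of this shift was not tested.

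Prn rose in excitatory neuron-like nuclei of P301S mice, from 0.773 ± 0.141 to 3.06 ± 1.03 CPM (SD, n = 4 and 3, log2 fold change 1.98, edgeR adjusted p = 0.0152). It lies on chromosome 2 (131909957 to 131956130) and overlaps Prnp (131909928 to 131938429), whose promoter drives the tau transgene in this line, so its counts are uncertain. Against non-transgenic mice the other groups with the transgene were higher as well, by at least 1.62 on the log2 scale. Transcripts of the transgene that carry prion gene sequence may thus be counted under Prn. The stretch linked to the transgene by its calls lies on chromosome 3, and the window of chromosome 2 around Prn, from 130000001 to 140000000, held 2 small p-values among genes not called in the P301S contrast where 2.12 were expected, so linked DNA has no support there. A response of Prn to tau was not tested and stays open.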
